A study of Arabidopsis thaliana with 36 samples. Its data were reported in "Histone H3.3 deposition in seed is essential for the post-embryonic developmental competence in Arabidopsis" (2022).

How the data were processed

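RNA-seq was measured in Arabidopsis seeds of the Columbia wild type (Col) and of *h3.3ko*, a line in which the genes coding for histone variant H3.3 are mutated. Per the labels, seeds of each genotype were taken at 6 time points: mature seeds (MS), seeds stratified for 12, 24 or 48 h (S12h, S24h, S48h), and seeds moved to germination conditions for 12 or 24 h (G12h, G24h). Each of the 12 groups had 3 libraries, which gave 36 libraries.

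The authors trimmed the reads with fastp, mapped them to TAIR10 with Hisat2, counted them per gene with HTSeq and converted the counts to TPM, a unit relative to gene length and library total, in R. The deposited table holds TPM for 27655 genes, of which 27445 are nuclear, 88 chloroplast and 122 mitochondrial, and each column sums to 1000000. The authors called differential genes with DESeq2 on read counts, at a fold change above 2 and an adjusted p under 0.05. Those thresholds were kept here, but a count model was not the test, because the values analysed were TPM.

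The reads behind each value were worked out from the table. In a library, the TPM of a gene are whole multiples of what 1 read is worth at that gene's length. The length implied by these steps equalled the genomic span of the gene, introns included, for 99.96% of 5398 genes with few reads. Among the 4048 of them with introns it equalled the summed exon length for 0.00%, so the authors' TPM were divided by gene spans. Whole reads followed from the span for 24886 genes and from a search over lengths for 215 others. The recovered totals ran from 17.05 to 19.39 M reads per library. A floor of 3 reads was used for limits on genes with no reads, and it equals 0.245 to 0.370 TPM for a gene of 1 kb, depending on the library. Such floors cover counting error alone, since PCR copies are not independent molecules.

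Identifiers were matched to the RefSeq gene table of assembly TAIR10.1, which held all 27445 nuclear identifiers, and 27432 of these were annotated as protein-coding. Symbols and positions come from that table, and the positions are TAIR10.1 positions. The table describes 3 genes as histone 3.3 and 5 as histone 3.1 and gives them no separate symbols, so those genes are given by identifier. Reads of near-identical copies, such as the H3.1 genes, the H3.3 genes and the neighbouring SESA genes, can be split between copies by the authors' counting, and values of single copies are uncertain for that reason.

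Genes with a TPM of at least 1 in at least 3 of the 36 libraries were tested, 19052 in all. One model with 12 group means was fitted to log2(TPM + 1) with limma 3.58.1 in R 4.3.3, with a variance trend and Benjamini-Hochberg adjustment, and all adjusted p-values given for genes are from this limma fit. A gene was called when its adjusted p was under 0.05 and its log2 fold change above 1 in size. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. The comparisons were *h3.3ko* against Col at each time point, S48h and G24h against MS within each genotype, and the genotype by time interaction for the same 2 intervals. Replicate numbers were checked through the deviations of libraries from their group means. At S12h the 3 pairs of same-number libraries had correlations of 0.249, 0.285 and 0.187, so the numbers were taken to pair the libraries there, and at the other time points not every pair was over 0.1. Means are given with the SD over 3 libraries. Measures with 1 value per library were compared by two-sided exact permutation tests, for which 3 libraries against 3 allow no p below 0.1.

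The distance of a library from MS was the root mean square, over tested genes, of its log2(TPM + 1) minus the mean of the MS libraries of its own genotype. The slope regressed the change of each *h3.3ko* library from MS on the mean Col change, across genes. Each *h3.3ko* library was also assigned to the Col time point whose mean was nearest. A gene was taken as silent in a genotype when all 18 of its libraries were under 1 TPM while at least 1 group of the other genotype had a mean of at least 10 TPM. Principal components were computed on the 500 most variable tested genes.

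The groups, the tests, the thresholds, the gene lists and the rule for naming genes were fixed before the data were examined. The lists were the H3.3 genes, 4 gibberellin (GA) synthesis genes with the abscisic acid (ABA) catabolism gene CYP707A2, genes for H3.3 deposition, H3.1 genes, seed storage protein genes, loci shown as examples by the study, and seed maturation and dormancy genes. The study shows the GA and ABA genes in these samples, and its values for them had been read when the lists were fixed, so the count for that list adjusted over the list alone is not independent evidence. The rule for other names took, at MS and at G24h, the 3 largest fold changes in each direction among called genes with a mean of at least 5 TPM in the higher group and no overlap between libraries. It also took, in each direction, the 3 genes called at all 6 time points whose smallest fold change was largest.

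The alternatives tried were a pseudocount of 0.1, no filter, a mean TPM of at least 5, median-of-ratios scaling, quantile normalization, organellar genes left out, only the libraries compared, no variance trend, the replicate number as a block, other limits for silent genes, and each library left out in turn. After the data had been seen, 4 more were added: TPM without the 9 storage protein genes, TPM from exon lengths, limma voom on the recovered reads, and the S12h libraries alone with the replicate number as a block. The fit was tested on simulated data with 27643 genes drawn from the real means and spreads, of which 200 were changed. Of the 198 changed genes that were tested, 184 were called in the right direction, with 1 unchanged gene called. Simulated genes kept their own spread between libraries. The changes were made at *h3.3ko* MS alone, in genes above a floor of mean reads, and exceeded the fold change threshold. As many genes were raised as lowered, with no change over time and no shift in storage transcripts. The simulation therefore does not cover shifts in composition, smaller changes or genes with few reads.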

Results

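The transcriptomes of Col and *h3.3ko* seeds were compared at 6 time points from mature seeds to 24 h of germination, with 3 libraries in each of the 12 groups. The recovered depth was 18.35 ± 0.403 M reads (SD, n = 3) in Col MS and 17.37 ± 0.361 M (SD, n = 3) in *h3.3ko* MS, the largest difference between genotypes at one time point (exact permutation p 0.1), and *h3.3ko* G24h had 18.7 ± 0.231 M (SD, n = 3) against 18.93 ± 0.399 M (SD, n = 3) in Col G24h. All 36 pairs of replicate libraries differed by more than counting noise, with a chi-square per gene of 2.80 to 15.9, so no library was a copy of another.

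The genes annotated as H3.3 were examined first, because they check the genotype labels. AT5G10980 (TAIR10.1 chromosome 5, 3472405 to 3473570, 3 exons) had 137.2 ± 5.74 TPM (SD, n = 3) in Col MS and 2.02 ± 0.843 TPM (SD, n = 3) in *h3.3ko* MS. Its log2 fold change was -5.55 (SE 0.17, limma adjusted p 7.97e-23) at MS, -7.86 at S12h and -5.35 at G24h. AT4G40030 (chromosome 4, 18555532 to 18557106, 4 exons) fell from 133.6 to 26.4 TPM at MS and from 444.2 to 65.8 TPM at G24h, with log2 fold changes of -2.32 and -2.74. AT4G40040 (chromosome 4, 18557149 to 18558945, 5 exons) did not differ at MS, at 290.0 ± 1.94 TPM (SD, n = 3) in Col and 298.1 ± 14.7 TPM in *h3.3ko*, and was lower in *h3.3ko* at S12h, with a log2 fold change of -1.75. For AT5G10980 and AT4G40030, the Col and *h3.3ko* libraries did not overlap at any of the 6 time points, and 16 of the 18 tests of the list called a gene lower, over all genes and adjusted over the list alone. The summed TPM of the 3 genes was 561 ± 15.0 (SD, n = 3) in Col MS and 327 ± 21.2 (SD, n = 3) in *h3.3ko* MS, and 1316 ± 15.3 against 196 ± 17.8 at G24h. A transcript count does not show whether the remaining transcripts code for intact protein. The study describes the line as a complete H3.3 knockout, made by combining CRISPR and T-DNA mutations of the 3 genes.

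To compare the course of the transcriptome in both genotypes, the libraries were placed by principal component analysis. The first component held 66.6% of the variance and the second 14.1%, and with all tested genes in place of the 500 most variable these shares were 52.5% and 17.9%. Along the first component, Col moved from -61.5 ± 0.2 (SD, n = 3) at MS to 86.6 ± 1.0 at G24h. *h3.3ko* started at -48.8 ± 0.6 and reached 7.1 ± 1.1 at G24h, near its value of 8.0 ± 3.2 at G12h.

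**Figure D1:**
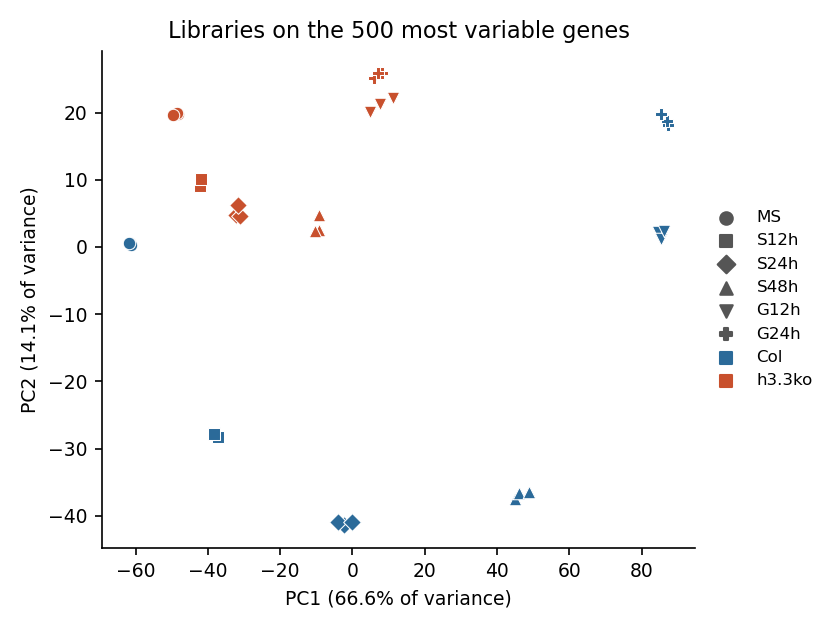
Libraries on the first and second principal components of log2(TPM + 1), with 1 point per library, colour for genotype and shape for time point. Col G24h lies at 86.6 on the first component and *h3.3ko* G24h at 7.1.

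The comparison of genotypes within each time point asked how many genes differed between them before and after imbibition. The study states that Col seeds had completed germination at G24h and *h3.3ko* seeds had not. Calls at G24h therefore also hold that difference in seed state. In mature seeds, 1629 genes were higher and 2029 lower in *h3.3ko*, which was 19.2% of the 19052 genes tested. The counts were 2077 higher and 2775 lower at S12h, 3075 and 3073 at S24h, 3393 and 3382 at S48h, 1937 and 3347 at G12h, and 1835 and 5598 at G24h, where 39.0% of the tested genes were called. A pseudocount of 0.1 moved the MS result most among the alternatives set beforehand, to 3344 higher and 3199 lower. In all, 13487 genes (70.8% of those tested) were called at 1 or more time points. Genes called in the same direction at all 6 numbered 158 higher and 231 lower. At MS and S12h, 881 genes were higher and 1117 lower at both, with 102 in opposite directions. At MS and G24h, 338 were higher and 570 lower at both, and 736 went in opposite directions. Across genes, which are not independent replicates, the log2 fold changes at MS correlated with those at S12h at r = 0.63 and with those at G24h at r = 0.01.

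The division of these calls into higher and lower depended on the scaling. At MS, 44.5% of called genes were higher in *h3.3ko* on the TPM scale, against 55.3% with median-of-ratios scaling and 72.4% with the 9 storage protein genes left out. These shares were 42.8%, 59.8% and 64.6% at S12h, and 24.7%, 36.5% and 35.0% at G24h. At S24h they were 50%, 54.0% and 64%, at S48h 50.1%, 49.4% and 60.3%, and at G12h 36.7%, 43.2% and 45.3%. Under quantile normalization the share from MS to G24h was 51.8%, 52.2%, 50.2%, 48.3%, 47.0% and 49.3%, and the G24h counts became 3388 higher and 3482 lower. With voom on the recovered reads it was 59.2%, 65.0%, 58.2%, 53.0%, 46.2% and 39.1%. The median log2 fold change of all tested genes was 0 at MS, -0.16 at G12h and -0.39 at G24h on the TPM scale. With median-of-ratios scaling it was 0.04, -0.04 and -0.11. With the storage genes left out it was 0.18 at MS.

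**Figure D2:**
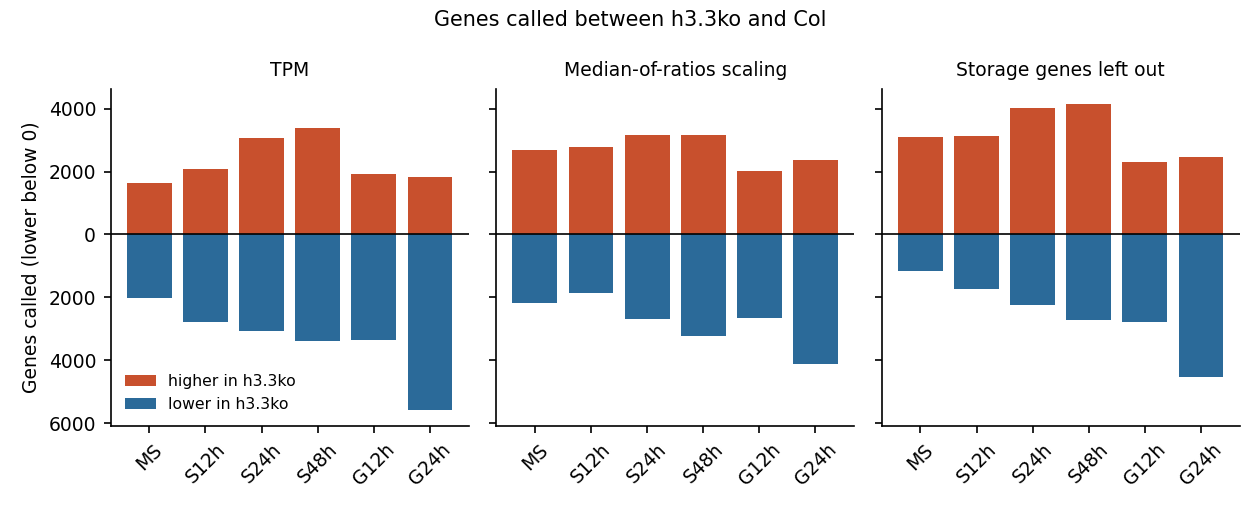
Genes called higher (above 0) and lower (below 0) in *h3.3ko* than in Col at each time point, for TPM, for median-of-ratios scaling and for TPM without the 9 storage protein genes. At MS the lower genes number 2029, 2165 and 1178 in the 3 panels and the higher genes 1629, 2673 and 3089.

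The largest changes at MS were taken by the rule fixed beforehand. SESA1 (AT4G27140) rose from 440.6 ± 38.6 TPM (SD, n = 3) in Col to 42983 ± 2294 TPM (SD, n = 3) in *h3.3ko*, a log2 fold change of 6.61 (SE 0.25, limma adjusted p 1.58e-20). AT1G09200, an H3.1 gene, rose from 1.95 ± 0.408 to 207.1 ± 10.9 TPM, and FAD2 (AT3G12120) from 6.94 ± 0.451 to 428.4 ± 12.0 TPM, with log2 fold changes of 6.15 and 5.76. In the other direction, the neighbouring genes AT1G14940 and AT1G14950 fell from 2313 ± 36.2 to 21.1 ± 6.08 TPM and from 7305 ± 316 to 72.5 ± 19.4 TPM, with log2 fold changes of -6.75 and -6.67. AT5G35660 fell from 5812 ± 452 to 101.1 ± 17.3 TPM, with a log2 fold change of -5.84.

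At G24h the largest increases were of storage protein genes. CRU3 (AT4G28520), at 27.5 ± 8.13 TPM (SD, n = 3) in Col, had a log2 fold change of 9.98 (SE 0.23, limma adjusted p 1.21e-26). SESA1 followed with 9.76, and SESA2 (AT4G27150) with 9.74, from 32.6 TPM in Col to 28302 TPM in *h3.3ko*. The order of these 3 genes depended on single libraries. With each library left out in turn, the log2 fold change ran from 9.16 to 10.25 for SESA1. It ran from 9.86 to 10.21 for CRU3 and from 9.55 to 9.84 for SESA2. The largest decreases were of ELP (AT1G12090), from 1184 ± 47.9 to 4.71 ± 8.16 TPM, of AT5G46960, from 418.0 ± 64.8 to 0.940 ± 1.63 TPM, and of LHB1B2 (AT2G34420), from 815.8 ± 108 to 3.43 ± 3.20 TPM. Their log2 fold changes were -8.90, -8.05 and -7.75. The *h3.3ko* means of ELP and AT5G46960 rested on a single library, replicate 1, with 161 and 18 reads, while replicates 2 and 3 had 0 reads of either gene. Without that library their log2 fold changes were -10.21 and -8.70. LHB1B2 had 71 reads in replicate 1 against 13 and 19 in replicates 2 and 3. LHB1B2 was higher in *h3.3ko* at MS, at least 18.1-fold against the floor of 3 reads.

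Among genes called at all 6 time points, SESA1, SESA2 and HIS1-3 (AT2G18050) were the most steadily higher. HIS1-3 had 146.0 ± 5.26 TPM in Col and 2717 ± 12.8 TPM in *h3.3ko* at MS, and 2.37 ± 1.18 against 1817 ± 42.2 TPM at G24h (SD, n = 3), with log2 fold changes of 4.21 and 9.13. The most steadily lower were AT5G10980, UMAMIT20 (AT4G08290) and AT1G69760. UMAMIT20 had log2 fold changes of -4.22 at MS and -6.01 at G24h, and AT1G69760 had -3.53 and -3.41.

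GA synthesis genes and CYP707A2, which acts in ABA catabolism, were examined because both hormones set whether a seed germinates. At S24h, S48h and G12h all 5 genes were lower in *h3.3ko*, over all genes tested and adjusted over the list alone. The study shows these genes in these samples, so the second count is not independent evidence. At MS 1 of the 5 was called, at S12h 2 and at G24h 4, each time lower, with the same numbers when adjusted over the list alone. GA3OX1 (AT1G15550) reached 204.2 ± 19.7 TPM (SD, n = 3) in Col S24h against 0.302 ± 0.211 TPM in *h3.3ko*, a log2 fold change of -7.31 (SE 0.11, limma adjusted p 1.82e-30). GA3OX2 (AT1G80340) had no more than 1 read in any *h3.3ko* library at S48h, at least 190-fold lower than the 32.3 TPM of Col, and at G12h it had 290.3 against 3.85 TPM, with a log2 fold change of -5.91. GA20OX1 (AT4G25420) and GA20OX2 (AT5G51810) had log2 fold changes of -2.63 and -3.74 at S24h. CYP707A2 (AT2G29090) was lower already at MS, at 9.36 against 0.170 TPM with a log2 fold change of -3.15, and at S12h it had 554.1 TPM in Col and 0.470 TPM in *h3.3ko*, with -8.56. No gene of this list was called higher on the TPM scale, whereas GA20OX2, with a mean of 0.505 TPM in *h3.3ko* MS, was called higher there with a pseudocount of 0.1, median-of-ratios scaling, quantile normalization or voom, and voom also gave 1 higher call at S12h.

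**Figure D3:**
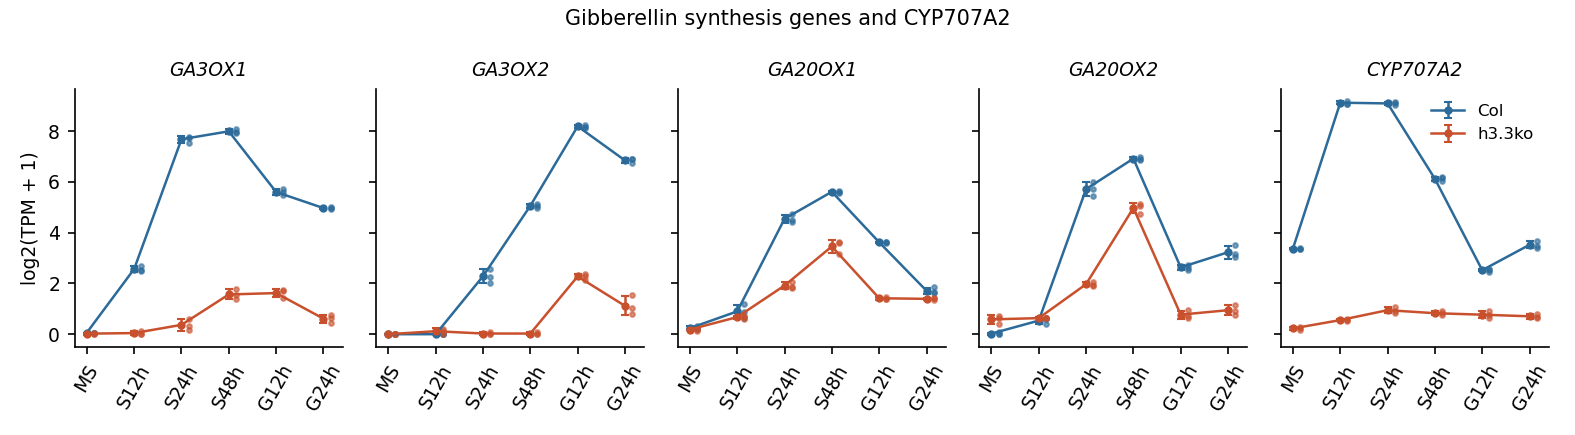
Mean log2(TPM + 1) with SD (bars) and single libraries (small points, offset to the right) of 5 genes in Col and *h3.3ko* seeds at the 6 time points. CYP707A2 reaches 554.1 TPM in Col S12h and 0.470 TPM in *h3.3ko*.

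Seed storage transcripts stayed high in *h3.3ko*. The 9 listed storage protein genes made up 10.15% ± 0.212 of TPM (SD, n = 3) in Col MS and 34.14% ± 0.883 (SD, n = 3) in *h3.3ko* MS. In Col their share fell to 0.573% ± 0.0555 at S48h and 0.0322% ± 0.0119 at G24h, while in *h3.3ko* it was 14.3% ± 0.331 at S48h and 17.2% ± 1.42 at G24h. The libraries of the genotypes were separated at every time point, with an exact permutation p of 0.1, the smallest that 3 against 3 allow. Of the 54 tests of these genes, 50 called a gene higher and 3 lower, and 53 were called adjusted over the list alone. Under quantile normalization these were 47 and 2. The 3 lower calls were of CRU2 (AT1G03880) from MS to S24h, with a log2 fold change of -1.31 at MS that became -0.60 under quantile normalization, and this gene was higher at G24h, with 5.94. SESA5 (AT5G54740) was not called at MS, at 69028 TPM in Col and 111707 TPM in *h3.3ko*.

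**Figure D4:**
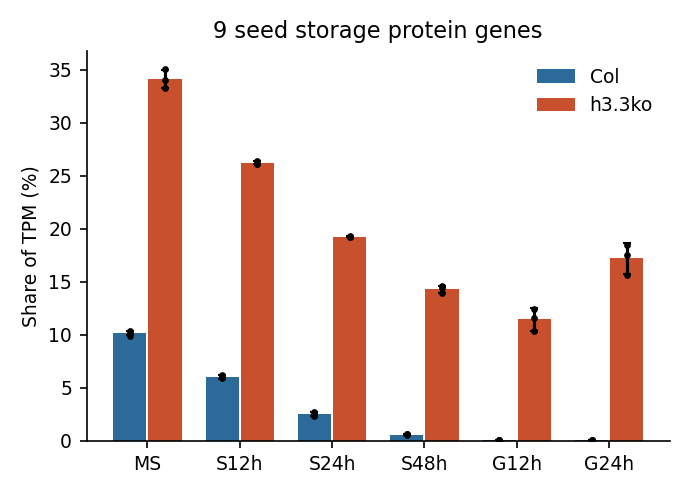
Share of TPM taken by 9 seed storage protein genes, as the mean (bars), SD (error bars) and single libraries (points) in Col and *h3.3ko*. The share is 34.14% in *h3.3ko* MS and 10.15% in Col MS, and 17.2% against 0.0322% at G24h.

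In the study, an H3.1 gene under the promoter of an H3.3 gene sped up the germination of *h3.3ko* only slightly. Genes for the replicative variant H3.1 were examined here as a possible replacement pool, which transcript levels alone cannot test. All 5 were higher in *h3.3ko* at MS, S24h and S48h, 4 at S12h and 2 at G12h, while at G24h none was higher and 3 were lower, and 24 of 30 tests were called in each case over all genes and adjusted over the list alone. With median-of-ratios scaling, quantile normalization, voom or the storage genes left out, 1 gene was lower at G24h in place of 3, and quantile normalization and voom each gave 1 higher call there. The summed TPM of the 5 genes was 44.2 ± 1.44 (SD, n = 3) in Col MS and 678 ± 13.7 in *h3.3ko* MS, and 1727 ± 59.1 against 902 ± 75.9 at G24h. Genes for H3.3 deposition changed less. Of 42 tests, 3 were called, adjusted over all genes or over the list alone, and all were lower: ATRX at S12h and S24h, with log2 fold changes of -1.44 and -1.07, and SGA2 (AT1G66740) at S12h with -1.12. The S24h call of ATRX was lost at -0.99 without Col S24h replicate 3, at -0.96 without *h3.3ko* S24h replicate 3 and at -0.98 with median-of-ratios scaling, and that of SGA2 at -0.85 with the same scaling. Quantile normalization left 1 lower call and gave 2 higher ones. Among the loci of the list of displayed examples, CTR1 was lower at MS and S12h (-1.38 and -1.08), AT1G36730 was lower at S48h (-1.24) and RHF2A was higher at G24h (1.32). ALAAT2 and J3 were not called, and these 4 calls of 30 were also the calls adjusted over the list alone. The study displays these loci for local changes along the gene in chromatin accessibility or transcripts. A value for the whole gene does not measure such changes, so a missing call does not bear on them. Leaving out the storage genes gave 4 higher and 2 lower calls, and the S12h call of CTR1 was lost at -0.82 with median-of-ratios scaling.

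Of 9 genes for seed maturation and dormancy, LEC1 and LEC2 were too low to be tested. The other 7 gave 21 higher and 6 lower calls in 42 tests, 27 also adjusted over the list alone. DOG1 was similar at MS, at 36.8 TPM in Col and 35.8 TPM in *h3.3ko*, and at S48h had 1.04 against 121.7 TPM, a log2 fold change of 5.93 (SE 0.10, limma adjusted p 2.79e-29). ABI5 was lower in *h3.3ko* at MS, at 357.1 against 116.8 TPM with -1.61, and higher at G24h, at 46.3 against 132.6 TPM with 1.5. ABI4 rose to 698.4 TPM in Col S24h and to 99.5 TPM in *h3.3ko*, with -2.80.

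The change over time within each genotype was compared next. From MS to S48h, 9180 genes rose and 1970 fell in Col, and 9713 rose and 612 fell in *h3.3ko*. From MS to G24h, 11301 rose and 1795 fell in Col, and 9604 rose and 671 fell in *h3.3ko*. These directions are relative to a shift of the whole table, since the median log2 fold change of all tested genes was 0.92 and 1.39 in Col and 1.03 and 1.01 in *h3.3ko*. With median-of-ratios scaling the medians were 0.04, 0.22, 0.00 and 0.05. The counts then became 5106 higher and 4649 lower for Col S48h, 6658 and 4715 for Col G24h, 3331 and 3697 for *h3.3ko* S48h, and 3313 and 3320 for *h3.3ko* G24h. The share of higher calls in Col was thus 82.3% at S48h and 86.3% at G24h on the TPM scale, against 52.3% and 58.5%. In *h3.3ko* it was 94.1% and 93.5%, against 47.4% and 49.9%. Under quantile normalization these 4 shares were 51.2%, 49.0%, 49.1% and 50.2%. With voom they were 53.2%, 58.8%, 49.5% and 53.9%.

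A genotype by time interaction was called for 6927 genes between MS and S48h and for 8506 between MS and G24h. At G24h, 30% of these had a more positive change in *h3.3ko* on the TPM scale and 50.6% under quantile normalization. The restriction to genes with a mean TPM of at least 5 moved the G24h count most, to 5572 of 12961 genes.

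How far each genotype moved away from the mature seed was measured as the distance from its own MS mean. The distance in Col rose from 1.37 ± 0.012 (SD, n = 3) at S12h to 2.21 ± 0.023 at S48h and 2.61 ± 0.008 at G24h. In *h3.3ko* it was 1.09 ± 0.021 at S12h, 1.63 ± 0.004 at S48h, 1.65 ± 0.033 at G12h and 1.504 ± 0.019 at G24h. The difference between *h3.3ko* and Col was -0.280 at S12h, -0.349 at S24h, -0.579 at S48h, -0.792 at G12h and -1.11 at G24h. The libraries were separated each time, and the exact permutation p was 0.1, the smallest possible. Replicate libraries of MS lay 0.109 ± 0.012 from their mean in Col and 0.134 ± 0.028 in *h3.3ko*. The slope of the *h3.3ko* change on the Col change across genes was 0.430 ± 0.005 (SD, n = 3) from MS to S48h and 0.341 ± 0.006 from MS to G24h, and the alternatives gave 0.409 to 0.467 and 0.321 to 0.373. Across genes, which are not independent, these changes correlated at r = 0.703 and 0.671.

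Of the 18 *h3.3ko* libraries, 7 lay nearest to the Col time point of their own name. These were the 3 libraries of MS, the 3 of S12h and 1 of G12h. The S24h libraries were nearest to Col S12h, the S48h libraries and the 2 other G12h libraries to Col S24h, and the G24h libraries to Col G12h. The *h3.3ko* MS libraries lay 0.895 ± 0.013 (SD, n = 3) from the Col MS mean, and the G24h libraries 1.30 ± 0.006 from their nearest Col time point.

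Genes silent in all libraries of 1 genotype were counted last. There were 279 genes under 1 TPM in all 18 *h3.3ko* libraries that reached a mean of at least 10 TPM in Col. Of these, 215 had their highest Col mean at G24h, when only Col had completed germination by the study's account. The reverse, silence in Col, held for 19 genes. With the limit for silence at 0.5 TPM the counts were 133 and 8. Of the 279 genes, 48 had at most 3 reads in any *h3.3ko* library. The number of genes at 0 in a library was 9344 ± 91.3 (SD, n = 3) in Col MS and 8032 ± 150 in *h3.3ko* MS, but 6864 ± 64.5 against 7402 ± 117 at G24h. Organellar genes made up 0.275% ± 0.0205 of TPM in Col MS and 0.850% ± 0.0409 in *h3.3ko* MS, and 1.60% ± 0.289 against 0.929% ± 0.0764 at G24h. The mitochondrial part alone was higher in *h3.3ko* at G24h, at 0.375% ± 0.0264 against 0.0289% ± 0.00208 in Col. For all 3 measures the exact permutation p was 0.1 at each of these time points.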

Values the study reported

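The study reported that nearly 5000 genes were misexpressed in mature *h3.3ko* seeds, at a fold change above 2 and an adjusted P below 0.05. It also reported that 7.5% to 11.5% of the seeds from plants segregating the mutation had not germinated after 7 days of imbibition. The study regards these ungerminated seeds as likely *h3.3ko*, so the share is not a failure rate among *h3.3ko* seeds. It explains the low share by reduced transmission of the mutation through the male side.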

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

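The tests in this part were chosen only after the results they concern had been seen.

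The effect of *h3.3ko* differed between time points for many genes. The interaction of genotype and time was called for 6927 genes between MS and S48h and for 8506 between MS and G24h, and 736 genes were called in opposite directions at MS and G24h. Of these 736 genes, 425 were higher at MS and lower at G24h, and 311 the reverse. The storage transcripts that take a large share of TPM were weighed first. With median-of-ratios scaling, 90.1% of the G24h interaction calls (7660 genes) and 89.7% of the S48h calls (6211 genes) were kept in the same direction and 0 were reversed, which argues against those transcripts as the whole source. Noise of genes with few reads was weighed next. Among the 12961 genes with a mean of at least 5 TPM, 43.0% had a G24h interaction call, against 44.6% of all tested genes, which argues against that explanation too.

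Whether other splits of the libraries gave as many interactions was counted with the real split included. At G24h 1 of 100 splits within the time points gave as many calls, and the next largest gave 7903. At S48h 6 of 100 splits did, and the largest of them gave 9137 calls. The 5 other S48h splits all kept the genotypes whole at S48h, so they also hold the genotype difference at S48h. Splits that mixed the genotypes at both time points gave 0 calls for S48h and for G24h, so the 7903 calls also came from a split with the genotypes whole at 1 or both time points. The count does not separate the S48h interaction from a genotype difference at S48h alone, and for G24h it separates them only by the margin between 8506 and 7903. A difference in seed state between the genotypes, which the study states for G24h, stays open as the explanation and was not tested separately.

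Among the 51 named genes tested, 35 had an interaction call between MS and G24h. Those called in opposite directions at both time points were ABI5 (interaction 3.1 on the log2 scale), CRU2 (7.25), LHB1B2 (-9.96), and the H3.1 genes AT1G09200 (-7.26), AT5G65360 (-4.17) and AT5G10390 (-3.65). The G24h calls of AT1G09200 and AT5G10390 depended on the scaling, with log2 fold changes of -0.81 in place of -1.11 and -0.76 in place of -1.06 under median-of-ratios scaling. Reads passed between near-identical H3.1 copies would leave their sum unchanged, whereas the summed TPM of the 5 genes was 15.3 times as high in *h3.3ko* as in Col at MS. Values of single copies stay uncertain. For LHB1B2, the *h3.3ko* G24h mean includes 1 library with more reads than the others, which is taken up among the other observations.

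The number of genes at 0 per library was lower in *h3.3ko* than in Col at MS, with a difference of -1313, and higher at G24h, with a difference of 538. The difference between these time points was not itself tested. With the reads outside the storage list thinned to 12.94 M in each library, the differences were -1625 and 461, and the libraries did not overlap at either time point, so library size and storage transcripts are not the whole source. Genomic DNA in the *h3.3ko* libraries would spread reads over silent genes by their length. Of 8026 genes at 0 in all Col MS libraries, 2135 had an *h3.3ko* MS read where an even spread would give 6068, and 52.5% of the 16328 reads lay on 100 genes, which argues against genomic DNA as the main source. RNA retained from seed maturation or made by a different cell composition stays open and was not tested.

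The organellar share of TPM was higher in *h3.3ko* at MS, by 0.576 percentage points, and lower at G24h, with a difference of -0.669. The 2 organelles parted at G24h, where the chloroplast share differed by -1.015 and the mitochondrial share by 0.346, while at MS both were higher, by 0.258 and 0.318. The difference between the time points was not tested here either. With the storage genes left out of the total, the differences were 0.986 and -0.475 and kept their signs, so the share taken by storage transcripts is not their whole source, though the G24h difference became smaller. A difference in organelle number or in RNA selection during library preparation stays open.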

How the results depend on the processing

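The alternatives with the storage genes left out, with exon lengths, with voom and with a block in the S12h libraries alone were chosen after seeing the data, and the others beforehand. Counts of genes are described as moved when they changed by more than 1.5 times. Unless a sentence says otherwise, the cause of a change was not tested.

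A pseudocount of 0.1 gave 3344 higher and 3199 lower genes at MS, 3603 higher at S12h, and 381 higher and 451 lower at all 6 time points. Testing only genes with a mean of at least 5 TPM gave 1310 higher at S12h, 2018 higher at S24h, 2172 lower at G12h, 3301 lower at G24h and 5572 interactions at G24h, with fewer genes tested by construction. Median-of-ratios scaling gave 2673 higher at MS, and from MS to S48h and G24h 5106 and 6658 higher with 4649 and 4715 lower in Col, and 3331 and 3313 higher with 3697 and 3320 lower in *h3.3ko*. Quantile normalization gave 3388 higher and 3482 lower at G24h. For the same intervals it gave 4750 and 5398 higher with 4526 and 5610 lower in Col, and 3274 and 2902 higher with 3396 and 2881 lower in *h3.3ko*. Both scalings centre the libraries by construction.

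Leaving out the storage genes gave 3089 higher and 1178 lower at MS, 3140 higher and 1720 lower at S12h, 301 higher and 136 lower at all 6 time points, and 1079 and 1044 lower in *h3.3ko* from MS to S48h and G24h. Voom gave 4178 higher at MS, 4702 at S12h, 4937 at S24h, 3155 at G12h and 3245 at G24h, and 521 higher and 378 lower at all 6. In Col it gave 5532 and 5337 lower from MS to S48h and G24h, and in *h3.3ko* 4608 and 4763 higher with 4693 and 4070 lower.

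The slope to S48h was 0.416 with a pseudocount of 0.1, 0.467 without a filter, 0.416 with a mean of at least 5 TPM, 0.439 with median-of-ratios scaling, 0.439 with quantile normalization, 0.442 without the storage genes and 0.409 with voom. The slope to G24h was 0.323, 0.373, 0.359 and 0.365 under the first 4 of these, 0.361 without the storage genes, 0.348 with exon lengths and 0.321 with voom. The differences in distance from MS kept their sign under every alternative, from -0.966 to -1.737 at G24h and from -0.207 to -0.392 at S12h. Between 6 and 8 of the 18 *h3.3ko* libraries were nearest to the Col time point of their own name.

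Silent genes followed their limits. A limit of 0.5 TPM gave 133 genes silent in *h3.3ko* and 8 in Col, and an expressed mean of 5 TPM gave 563 and 61.

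The organellar share at S48h reversed with chloroplast identifiers alone, from 0.182 to -0.0942 percentage points. Of the single-gene fold changes for which all alternatives were run, some lost their call under a scaling. With median-of-ratios scaling the log2 fold change was -0.81 for AT1G09200 and -0.76 for AT5G10390 at G24h, -0.98 for ATRX at S24h, -0.85 for SGA2 and -0.82 for CTR1 at S12h, and with quantile normalization -0.95 for AT1G36730 at S48h. For CRU2 at MS it was -0.60 with quantile normalization. Other named genes were followed only through the counts of their lists. The storage genes called higher at S12h and S24h went from 8 and 8 to 6 and 7 with quantile normalization, and the maturation and dormancy genes called higher at S48h and G24h went from 5 and 5 to 4 and 4 with median-of-ratios scaling.

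Leaving out each library in turn gave 1539 to 1810 higher and 1828 to 2212 lower genes at MS, 1802 to 1894 higher and 5549 to 5662 lower at G24h, 6856 to 6976 interactions at S48h and 8481 to 8550 at G24h. No count of called genes moved by more than 1.5 times in these fits, and among the single-gene fold changes that were refitted the call changed for ATRX at S24h, at -0.99 without Col S24h replicate 3 and -0.96 without *h3.3ko* S24h replicate 3.

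Over the 6 time points the correlations of same-number libraries ran from -0.17 to 0.285 with a median of 0.0235, and 5 of 18 were over 0.1, 3 of them at S12h. A replicate block over all libraries gave 3659 calls at MS in place of 3658 and 4854 at S12h in place of 4852. The S12h libraries alone with a replicate block gave 2075 higher and 2774 lower genes in place of 2077 and 2775, and kept 4847 of the 4852 calls. Depth limits genes with few reads: for GA3OX2, ELP or DOG1 at time points with at most 3 reads per library, only a lower bound of the fold is given by the data.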

Other observations

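The tests on gene positions and on the distance to Col time points in this part were planned beforehand, and the tests on the Col range, gene length, the single G24h library and the splits were chosen only after the results had been seen.

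The genes silent in *h3.3ko* could lie in a chromosomal region carried along with the mutated loci. Within windows of 100000 bp, 65 neighbouring pairs of the 279 genes were found, against a median of 68 (95% range 56 to 80) in 10000 random sets drawn from 13537 background genes (one-sided permutation p 0.714). Within 1000000 bp of an H3.3 gene lay 8 silent genes, against a median of 11 in random sets (one-sided permutation p 0.846). Both argue against such a region as the source of the set.

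A delay, in which *h3.3ko* passes through the states of Col at later times, could explain the smaller distance from MS. The *h3.3ko* G24h libraries were nearest to Col G12h, at a mean distance of 1.303, and lay 1.204 from the path through all Col time points. Col time points held out in turn lay 0.483 to 0.722 from the path through the others. From S12h to G24h the *h3.3ko* libraries lay 0.915 to 1.204 from the path, farther than these, which argues against a delay as the whole account. The *h3.3ko* MS libraries lay 0.893 from the path. That value cannot decide, because MS is an end point and Col MS lay 1.369 from the nearest other Col time point. The share of tested genes over 2-fold outside the range of the Col values was 3.1%, 2.3%, 2.2%, 1.6%, 1.3% and 1.1% in *h3.3ko* from MS to G24h. Col time points between MS and G24h held out in turn gave 0.2% to 1.3%, and the end points MS and G24h gave 18.2% and 6.7%. By this measure *h3.3ko* at G12h and G24h would go with a delay. From S12h to S48h *h3.3ko* was outside more often than the inner Col time points, which argues against a delay as the whole account. The 3.1% at MS was under the 18.2% of Col MS held out, so MS cannot decide by this measure either. A delay as part of the account stays open.

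Gene length was weighed as a source of the MS calls. The Spearman correlation across genes of the log2 fold change with the gene span was -0.100, and genes were called in both directions in each of 4 groups by span, with 572 higher and 655 lower among the shortest, which argues against length as the whole source. The share called nevertheless fell from 26.0% in the group with the shortest spans to 12.9% in the longest, where 176 were higher and 434 lower, and the cause of that trend was not tested.

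Replicate 1 of *h3.3ko* G24h held transcripts of Col G24h that replicates 2 and 3 lacked. A candidate explanation is a small share of germinating seed material in that library. Over 13 genes under 0.1% of their Col G24h level in replicates 2 and 3, the median in replicate 1 was 1.193% of that level (quartiles 0.758% and 1.482%). Of 25 genes specific to Col G24h, 25 were higher in replicate 1, at a median of 1.230% against 0.085%, while 5 genes specific to Col S12h were at 0.388% and 0.366%. The thresholds were chosen after seeing the data. AT5G10980 was at 14.9 TPM in replicate 1 and at 9.93 and 9.38 TPM in the others. Seeds of Col type and *h3.3ko* seeds that germinated early would both give this pattern, and both stay open.

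Other splits of the libraries were counted for the gene counts, with the real split included. For each of the 10 comparisons of 3 libraries with 3, 1 of the 10 splits, the real one, gave as many called genes, and the other splits gave at most 2. With 10 splits the share cannot fall under 0.1, so the share alone cannot tell these comparisons from chance. The sizes of the counts were far apart, at 3658 to 13096 in the real splits against at most 2 in the others. These sizes argue against chance as the source of the calls. For genes called in one direction at all 6 time points, 1 of 100 splits gave as many as the 389 observed, and the next largest gave 0.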
